A study of Danio rerio with 24 samples.

How the data were processed

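RNA was measured in zebrafish (Danio rerio) embryos at 6 hours post injection, in 24 libraries that the labels divide into 12 groups of 2 biological replicates. Per the labels' protocols, total RNA was extracted with Trizol, poly(A)-enriched stranded libraries were prepared and single reads of 75 bp were sequenced. The authors deposited 1 table of length-normalized transcript abundances (TPM) for all libraries, with 32520 Ensembl gene identifiers, their symbols and 1 further row for the RFP transgene. The authors titled the table as RSEM TPM, and the RSEM version, aligner, genome build, annotation and any filter are not stated per the labels. TPM divides the reads of a transcript by its length and scales each library to a total of 1000000, so a value is a share of the library. TPM keeps no sequencing depth: the depth of each library is unknown here, no interval or detection floor could be given, and a few abundant transcripts can lower the values of all others. Values have 2 decimals. Because the strand use of the counting is not stated, overlapping and antisense genes are uncertain, as are genes with near-identical copies.

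All 24 columns were assigned to samples by their titles, and no column was left over. The groups, the tests, the gene lists, the rule for named genes and the processing alternatives were fixed from the labels before the data were examined, except those stated as chosen afterwards. The groups form 2 sets of 6 groups (12 libraries each): a first set from transgenic embryos with maternally provided RFP, and a second set of further injections. Set and group are confounded, so each set was fitted apart.

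Genes with a mean TPM of at least 1 over the 12 libraries of a set were tested (15253 in the first set, 14716 in the second). Values were analysed as log2(TPM + 1), so that a fold change understates the change of low genes. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with an intensity trend), with 1 term per group and all 6 groups of a set sharing the estimate of the spread, which left 6 residual degrees of freedom before moderation. All tests were two-sided. P-values were adjusted over all genes tested in a comparison by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 with an absolute log2 fold change of at least 1. Each adjusted p printed here is from this limma model unless a set test is named. There were 10 comparisons of groups, a test of whether the szrd1 effect differed between protein and mRNA delivery, and the same for dnd1 in a fit of all 24 libraries.

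The 5 gene lists (zygotic patterning, oocyte maternal, germ plasm, p53 response and interferon response genes) were written from general knowledge of the field. They were tested with camera (preset inter-gene correlation 0.01), adjusted over the 50 combinations of list and comparison, with fry and camera with estimated correlation as alternatives. A symbol with 2 identifiers, such as wnt8a, counts under both. The named genes are the targeted gene, then in each comparison the 2 that rose most and the 2 that fell most among called genes with a mean TPM of at least 5 over both groups and replicates that did not overlap between the groups, all called genes where 5 or fewer were called, and called list members, of which the text names some. Non-overlap is a weak criterion with 2 replicates per group.

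The model was tested on simulated data with the gene means and spreads of each set and 200 changed genes. The changed genes were drawn from the more abundant genes only, so the recovery of low genes was not tested. The simulated noise was normal, with the same spread in every group. At an adjusted p under 0.05, a change of 1.5 on the log2 scale was found for 178 of 200 genes upward and a change of -1.5 for 181 of 200 downward among 15253 genes in the first set, with 9 and 6 false calls. In the second set, among 14716 genes, 191 and 188 of 200 were found, with 7 false calls each. With no changed genes, 0 calls were made in either set.

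Alternatives were another pseudocount (0.1), no filter on low values, a mean TPM of at least 5, median-of-ratios scaling, quantile normalization, a fit of only the groups compared, eBayes without trend, all 24 libraries in one fit, the replicate number as a block, and no fold change minimum. A scaling without the 13 genes over 10000 TPM in any library, and every alternative for the RFP row, were chosen after seeing the data. Leaving out a replicate leaves 1 library in an arm, so those fits give values without a call. Replicate pairs held different values: at most 0.829% of tested genes had identical TPM within a pair, and each pair was used as 2 samples. With 2 samples per group, regrouping the samples and tests for a single outlying sample were not applicable. Genome coordinates and guide sequences were not used here, because the build behind the table is not stated. The reference table of gene names held 29201 of the 32520 identifiers. Figures were drawn with matplotlib 3.10.9.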

Results

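RfxCas13d (Cas13d) is an RNA-guided nuclease that cuts RNA, so that guide RNAs matching an mRNA can lower that mRNA without a change to the genome. The series asked how efficiently mRNAs are knocked down in embryos. Zebrafish embryos were injected at the 1-cell stage with Cas13d as mRNA or as purified protein, with or without guides, and RNA was sequenced at 6 hours. The first set used embryos that carry maternal RFP mRNA and had 6 groups: uninjected, Cas13d mRNA (200 to 250 pg per embryo), Cas13d mRNA with nanog guides, Cas13d mRNA with rfp guides, Cas13d mRNA with a reporter, and Cas13d mRNA with the reporter and dnd guides. The reporter is gfp mRNA (40 pg) carrying the 3′ untranslated region of nanos. The second set had Cas13d mRNA and Cas13d protein (3 ng), each alone and with szrd1 guides, and libraries labelled Cas13d protein with the reporter, alone or with dnd1 guides. The protein dose of replicate 2 of the last group is unclear in its label. Every group had 2 replicates, and all means below are in TPM with the SD of n = 2. The sequencing depth behind the values is unknown. Between 13927 and 15757 genes per library had a TPM of at least 1, and replicates correlated across genes with Pearson coefficients of 0.976 to 0.991 on log2(TPM + 1).

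The targeted transcript was examined first, in every library. With nanog guides, nanog (ENSDARG00000075113) measured 33.6 and 44.5 TPM against 324 and 253 TPM with Cas13d mRNA alone. The mean of 39.0 ± 7.76 was 13.5% of the control mean of 289 ± 49.9, a log2 fold change of -2.86 (SE 0.17, limma adjusted p 3.91e-07). With rfp guides, the RFP row measured 366 and 205 TPM against 1394 and 1491 TPM, which left 19.8% of the control mean (log2 fold change -2.39, SE 0.24, adjusted p 5.78e-04). Its value depended most on single libraries, from -2.81 to -1.97 when 1 library was left out. With dnd guides and Cas13d mRNA, dnd1 (ENSDARG00000022813) was 1.31 ± 0.057 against 11.2 ± 1.32 TPM, or 11.7% of control (log2 fold change -2.39, SE 0.20, adjusted p 2.00e-04). Because dnd1 is a low transcript, the added pseudocount makes this fold change smaller than the ratio of the means. With szrd1 guides and Cas13d mRNA, szrd1 (ENSDARG00000056338) was 63.2 ± 12.2 against 424 ± 1.55 TPM, or 14.9% of control (log2 fold change -2.74, SE 0.12, adjusted p 2.28e-05). That call was lost when only the 4 libraries compared were fitted.

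**Figure D1:**
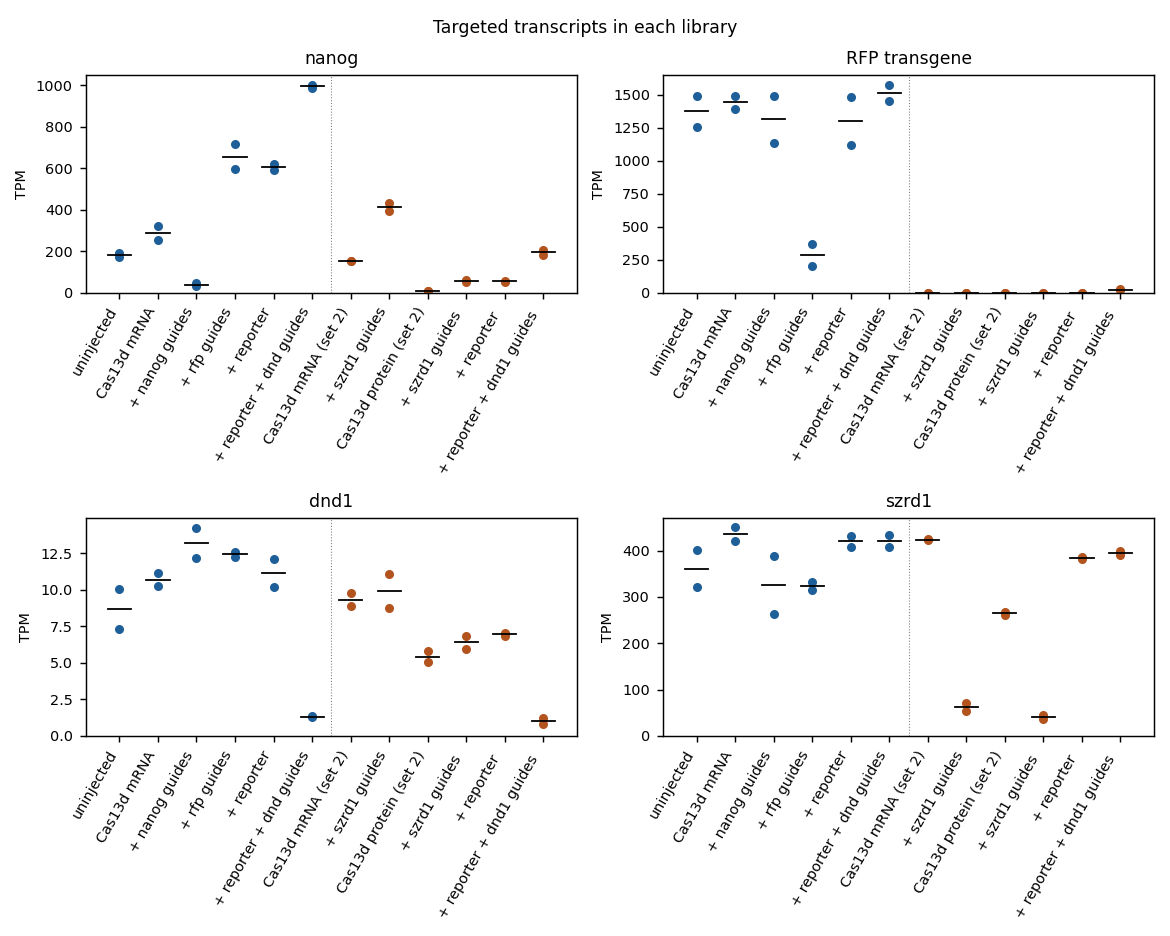
TPM of nanog, the RFP transgene, dnd1 and szrd1 (y axes, linear) in each library (points) by group (x axis), with group means as bars; groups left of the dotted line are the first set (blue) and those right of it the second set (orange), and a plus sign adds to the Cas13d form named to its left. In the sets in which it was targeted, each target is lowest in its own guide groups.

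Delivery of Cas13d as protein addressed whether a guide also acts when no Cas13d mRNA has to be translated. With protein, szrd1 was 40.8 ± 6.34 against 264 ± 5.42 TPM, or 15.5% of control (log2 fold change -2.67, SE 0.12, adjusted p 4.31e-06). The szrd1 effect differed between protein and mRNA by 0.066 (SE 0.18, adjusted p 0.893), within error, and ran from -0.13 (without replicate 1 of szrd1 guides with mRNA) to 0.26 (without its replicate 2) when 1 library was left out. With dnd1 guides and protein, dnd1 was 1.01 ± 0.31 against 6.98 ± 0.14 TPM, or 14.5% of the labelled control (log2 fold change -2.0, SE 0.17, adjusted p 0.00107). The difference of the dnd effects between protein and mRNA was 0.39 (SE 0.25, adjusted p 1), also within error, and was 0.24 without replicate 2 of dnd1 guides with protein.

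Cas13d mRNA alone, against uninjected embryos, tested for an effect of the nuclease without guides. Of 15253 genes, 1 was called, the multi-copy RNA locus RF00003 (ENSDARG00000110665), listed at 0 in both uninjected libraries and at 3.61 and 5.24 TPM with Cas13d mRNA; 182 rows share this symbol, so the assignment is uncertain. At an unadjusted p under 0.05 there were 2044 genes. The count was sensitive to the setting and reached 16 when all 24 libraries were fitted together. None of the 5 gene lists passed an adjusted p of 0.05 in this comparison, where the lowest unadjusted p was 0.14.

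Across all genes, 621 of 15253 were called with nanog guides, nanog included (297 higher, 324 lower). The 2 that fell most were ENSDARG00000058966, at 1.72 ± 0.35 against 52.2 ± 1.57 TPM (log2 fold change -4.30, SE 0.18, adjusted p 2.29e-08), and blf, at 18.2 ± 4.64 against 306 ± 23.4 TPM (-4.02, SE 0.16, adjusted p 2.29e-08). Those that rose most were the multi-copy locus RF00017, where the replicates differed widely (38.6 and 5.70 TPM), and ENSDARG00000030656, whose symbol the table holds in a form altered to a date; it rose to 10 ± 3.0 from 0.495 ± 0.092 TPM. The zygotic patterning genes, activated from the embryo's own genome, had a median log2 fold change of -0.54 (16 of 21 rows lower, camera adjusted p 2.43e-06), and vox, vent, ved, eve1, tbx16 and ndr1 were called lower, the same 6 when adjusted over the list alone. Vent fell to 18.1 ± 2.59 from 74.0 ± 4.15 TPM (log2 fold change -1.98, adjusted p 3.07e-04). The oocyte maternal genes were higher (median 0.78, 11 of 12, adjusted p 1.77e-06), with 5 called, as were the p53 response genes (median 1.30, 9 of 12, adjusted p 4.40e-06), with 7 called. The share of higher calls depended on the scaling: when the 13 genes over 10000 TPM were left out, a choice made after seeing the data, 911 genes were called, 672 of them higher. Replicate 1 of this group held 23.2% of its TPM in 5 repeat-like loci (AL935186.6, AL935186.8, AL935186.9, AL935186.10 and CABZ01072614.1) against 1.62% in replicate 2, and some of these loci have identical values, so their reads could not be counted apart. The replicates with nanog guides had a median absolute log2 difference of 0.502, against 0.108 to 0.211 in the other groups. A spread shared by all groups can therefore understate the error of this comparison. When only the groups compared were fitted, 600 genes were called, and 461 of them were among the 621.

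The rfp guides have no endogenous target in the label. In that comparison 913 of 15253 genes were called, the RFP row included (329 higher, 584 lower). The genes picked by the rule were low or small RNA loci with wide replicate spread. RF00271 was listed at 0 in both rfp libraries and at 20.5 and 37.2 TPM in the control, and si:dkeyp-13d11.1 fell to 0.04 and 0 TPM from 18.2 and 29.1. RF00288 rose to 41 and 15 TPM from 0 and 2.52, and CR847870.2 to 10.3 and 28.9 TPM from 3.01 and 0. The oocyte maternal genes had a median log2 fold change of 0.99 (12 of 12 higher, camera adjusted p 2.88e-08, 6 called) and the p53 response genes one of 0.49 (9 of 12 higher, adjusted p 0.00852, 4 called). Without a filter on low values 221 genes were called, and the balance of directions turned over, with 132 higher and 89 lower. The log2 fold changes with nanog and rfp guides, which share the Cas13d mRNA control, correlated across genes with Pearson 0.55 and Spearman 0.61, and 84.7% of the 1358 genes called in either, targets excluded, had the same sign. In 100 simulations of unchanged groups against a simulated control that they shared, the coefficients had means of 0.50 and 0.48. The shared sign had a mean of 89.8%. It was taken over the 1358 genes with the largest simulated change relative to their spread, an unlike selection from the called genes. Both coefficients were above the highest simulated values of 0.53 and 0.495, and the shared sign was below the lowest of 87.8%. A Pearson coefficient near 0.50 follows from a shared control when neither group changes. Where many genes change, the part due to the control differs and was not estimated here. The simulation thus does not say how much of the 0.55 comes from the control.

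**Figure D2:**
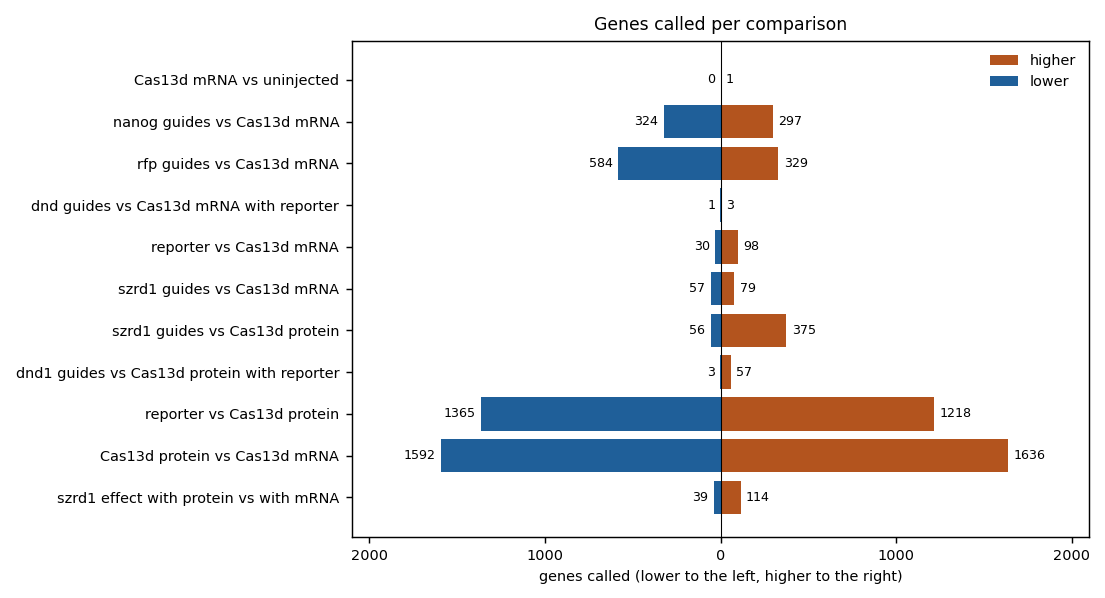
Number of genes called (adjusted p under 0.05 and absolute log2 fold change of at least 1) that were higher (right, orange) or lower (left, blue) in the group named first in each comparison (y axis). Cas13d mRNA against uninjected gave 1 gene, and the comparison of Cas13d protein with Cas13d mRNA gave 3228.

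With dnd guides in the first set, 4 of 15253 genes were called. Besides dnd1, si:dkey-11o15.10 rose to 238 ± 17.4 from 82.5 ± 5.71 TPM (log2 fold change 1.52, SE 0.16, adjusted p 9.76e-04). The multi-copy loci RF00568 and RF00002 also rose. RF00002 was listed at 0 in both control libraries and at 10.4 and 13.6 TPM with dnd guides. The reporter alone against Cas13d mRNA changed 128 genes (98 higher), and quantile normalization gave 164 genes with 96 higher, with a median of 0.13 over all genes in the TPM as deposited. The largest rise was nanos3 (ENSDARG00000068255), at 1539 ± 151 against 72.2 ± 4.74 TPM (log2 fold change 4.39, SE 0.16, adjusted p 1.13e-08); the reporter carries nanos sequence. The other genes picked by the rule were RF00581 (28.6 and 29.7 TPM against 0 and 6.67) upward, and RF00211 (0 and 0 against 6.66 and 30.3) and si:ch211-226h8.6 (2.28 ± 0.69 against 12.3 ± 0.099) downward.

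In the second set, szrd1 guides with Cas13d mRNA changed 136 of 14716 genes (79 higher), and quantile normalization gave 134 with 61 higher. With protein, 431 genes were called between the libraries with szrd1 guides and their control (375 higher). These groups also differed in transcripts that the guides do not target. Nanog was 56.3 ± 9.14 TPM with guides against 8.09 ± 1.19 TPM, and all 10 oocyte maternal genes tested were higher. Another difference between the embryos may thus contribute, and the 431 genes are not shown to be effects of szrd1 knockdown. Si:dkey-159n16.4 and CT027801.1 rose most with mRNA, to 29.9 ± 9.18 and 20.8 ± 7.5 TPM, and cdx4 fell to 48.3 ± 14.3 from 136 ± 0.66 TPM (log2 fold change -1.5, adjusted p 0.00141). With protein, stmn2a rose to 20.3 ± 1.87 from 0.455 ± 0.021 TPM (log2 fold change 3.87, SE 0.18, adjusted p 4.31e-06). Stmn2a was also called higher with dnd1 guides and protein (log2 fold change 1.297), so its rise is not particular to szrd1 guides. Si:ch211-226h8.8 was listed at 0 in the control and at 28.4 and 14.1 TPM with szrd1 guides and protein. Rx3 fell to 2.24 ± 0.83 from 14 ± 3.2 TPM (adjusted p 4.08e-04). The szrd1 effects with mRNA and with protein correlated with Pearson 0.27 and Spearman 0.28 across 14716 genes, which are not independent replicates, and 425 of the 532 genes called in either, szrd1 excluded, had the same sign. The effects themselves differed by the interaction test for 153 genes (114 more positive with protein).

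With dnd1 guides and protein, 60 genes were called against the libraries labelled Cas13d protein with the reporter (57 higher). The 2 largest rises were the RFP row, at 18.5 and 27.1 TPM against 0 and 0.11, and nanos3, at 140 ± 27.1 against 21.0 ± 0.44 TPM (log2 fold change 2.67, SE 0.14, adjusted p 3.23e-05). The strongest fall was not the target: RF00133 (ENSDARG00000081926) was listed at 0 in both dnd1-guide libraries and at 18.6 and 23.0 TPM in the labelled control (log2 fold change -4.44, SE 0.17, adjusted p 5.18e-06). It was also listed at 0 in both Cas13d protein libraries. The nanos3 level in the labelled control was close to the 16.9 ± 0.49 TPM of Cas13d protein without reporter, so every value of this comparison rests on a control whose reporter content is in doubt. The dnd effects with mRNA and with protein correlated with Pearson 0.24 and Spearman 0.29 across 13844 genes, and 54 of the 60 genes called in either, dnd1 excluded, had the same sign.

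**Figure D3:**
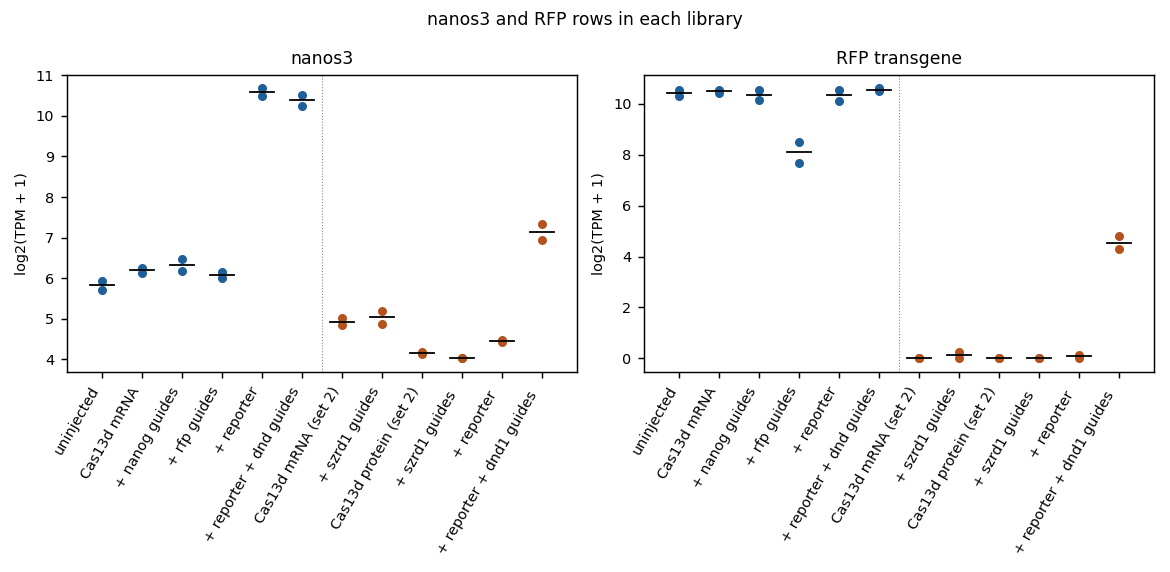
Log2(TPM + 1) of nanos3 and of the RFP row (y axes) in each library (points) by group (x axis) with group means as bars, first set in blue and second set in orange. Nanos3 is raised in the first-set reporter groups and in the protein group with reporter and dnd1 guides, and stays at 21.0 TPM in the libraries labelled Cas13d protein with the reporter.

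Cas13d protein against Cas13d mRNA gave 3228 of 14716 genes (1636 higher), and the libraries labelled with the reporter against Cas13d protein gave 2583 (1218 higher). Both comparisons, and that of szrd1 guides with protein, share the same 2 Cas13d protein libraries. Against Cas13d mRNA, hoxb1b rose to 86.2 ± 11.2 from 0.105 ± 0.0071 TPM (log2 fold change 6.30, SE 0.19, adjusted p 6.09e-08), ENSDARG00000094559 was listed at 0 with mRNA and at 93.8 and 115 TPM with protein, RF00277 and CT583728.1 fell to 0 in both protein libraries (from 83.7 and 80.1, and from 19.3 and 141 TPM), and all 10 oocyte maternal genes tested were called lower (median -1.93, camera adjusted p 1.07e-07). Between the libraries labelled with the reporter and Cas13d protein, sebox (39.9 ± 0.94 against 0.495 ± 0.0071 TPM) and RF00133 were the most raised of the genes the rule admits, and ctslb (0 and 1.14 against 133 and 179 TPM) and hoxb1b (0.215 ± 0.035 against 86.2 ± 11.2 TPM) the most lowered. The libraries of Cas13d protein, alone or with szrd1 guides, were set apart from the 8 others of the set along the first principal component, which held 62.1% of the variance.

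**Figure D4:**
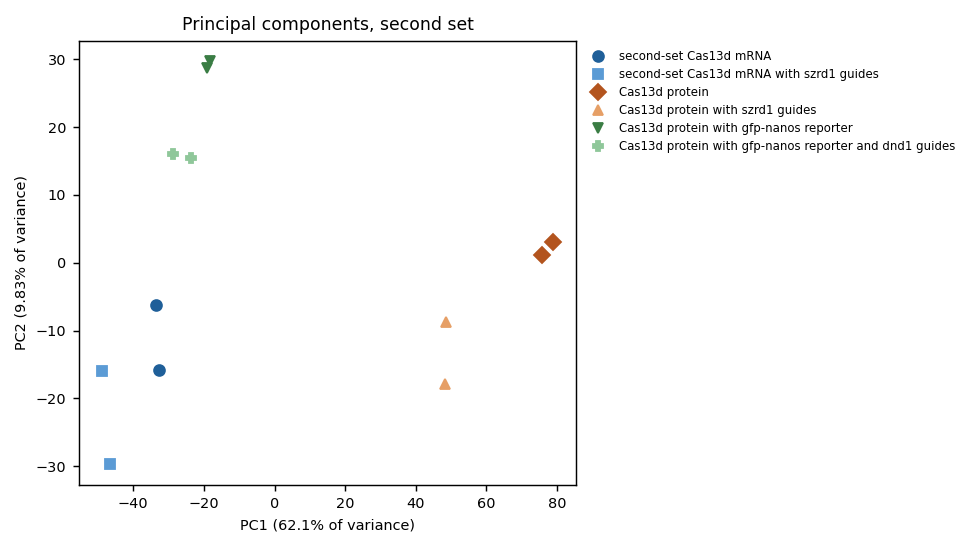
First and second principal components (x and y axes, with the percentage of variance) of log2(TPM + 1) in the 12 libraries of the second set, each point a library and each symbol a group. The 4 libraries of Cas13d protein, alone or with szrd1 guides, lie between 48 and 79 on the first component, and the other libraries lie below 0.

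Over all comparisons, 25 of 50 combinations of list and comparison had a camera adjusted p under 0.05. Of these, 18 held under fry and 4 with estimated correlation, all 4 of the oocyte maternal genes in the second set. That list was higher in each of the 6 guide comparisons. Besides the values above, its median was 0.14 with dnd guides (adjusted p 0.0154) and 0.41 with szrd1 guides and mRNA (5.28e-04). It was 1.17 with szrd1 guides and protein (1.34e-10) and 0.61 with dnd1 guides and protein (1.41e-10). Without guides it was also higher with the reporter in the first set (0.36, 0.0106). The same held for the libraries labelled with the reporter against Cas13d protein (1.20, 8.08e-06). Its median was below 0 for Cas13d mRNA against uninjected (-0.033) and Cas13d protein against mRNA (-1.93). The p53 response genes also had medians above 0 in all 6 guide comparisons. They passed in each except dnd1 guides with protein (0.16, adjusted p 0.235). Without guides they were also higher with the reporter in the first set (0.82, camera adjusted p 0.00143). The libraries labelled with the reporter were higher than Cas13d protein as well (0.49, 0.00552), so a rise of this list is not particular to guides. For Cas13d mRNA against uninjected the median was 0.18 (0.228), and Cas13d protein was lower than mRNA (-0.75, 0.00168). The germ plasm genes passed with szrd1 guides (median 0.22 with mRNA, 0.88 with protein) and in both other comparisons with Cas13d protein. They also passed with dnd1 guides and protein (0.17), where the list includes nanos3, whose sequence the reporter carries. The other 9 genes had a median of 0.02 there, with 5 higher. The interferon response genes passed in none of the 10 comparisons under camera, and in 1 (szrd1 guides with protein) the unadjusted p was under 0.05. The list medians were on the same side of 0 under the scalings tried, apart from 4 combinations that did not pass.

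**Figure D5:**
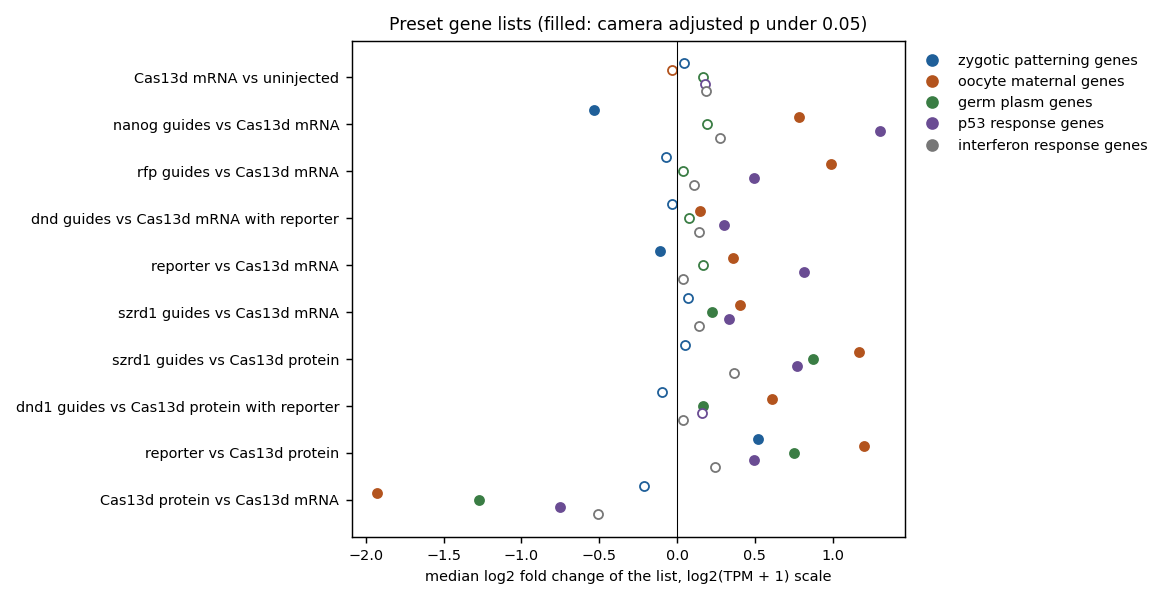
Median log2 fold change on the log2(TPM + 1) scale (x axis) of each of 5 gene lists (colours) in each comparison (y axis), filled where the camera adjusted p was under 0.05. The oocyte maternal genes lie above 0 in all 6 guide comparisons and at -1.93 for Cas13d protein against Cas13d mRNA.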

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

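Of the tests in this part, those on nanos3 were chosen after the values were seen, and the others were written before the values they measure were looked at.

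The RFP row appeared in libraries in which no comparison needs it. In the second set, the libraries labelled Cas13d protein with reporter and dnd1 guides held 18.5 and 27.1 TPM of RFP, a mean of 22.8, against at most 0.18 TPM in the 10 other libraries, 8 of which were at 0. The same libraries had nanos3 at 121 and 160 TPM, while those labelled as their control had 21.3 and 20.7. The effect of the reporter on nanos3 thus differed between the sets: it was lower with protein than with mRNA by a log2 difference of -4.10 (SE 0.22, adjusted p 1.98e-09), from a contrast in a fit of all 24 libraries that assumes equal processing of both sets.

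For nanos3, a rise of germ plasm RNAs as a class stays open. The other 9 germ plasm genes had a median log2 fold change of 0.02, but they went both ways, from -0.222 to 1.71 with 5 higher. Of them dazl was called higher (1.71, adjusted p 0.00138). Another candidate explanation is that the labelled control received little or no reporter, or is not the sample its label says: its nanos3 was 1.24 times that of Cas13d protein without reporter, far under the rise of 4.39 on the log2 scale that the reporter gave in the first set. A nanos3 effect of the dnd1 guides themselves was not tested apart from this, because in the first set the reporter covers the endogenous level.

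For RFP, reads of the reporter assigned to the RFP row and carry-over from the first set cannot be told apart. In proportion to nanos3 (0.183 TPM of RFP per TPM of nanos3 excess), the 4 first-set reporter libraries would carry 251 TPM of extra RFP. They carried 31.7 more than the 6 first-set libraries with neither reporter nor rfp guides, with a standard error of 118, which does not separate 251 from 0 clearly because RFP is already at 1376 TPM there. Carry-over at the 1.64% that RFP would need could be tested on 1 other gene only, a small RNA locus at 0% of its first-set level, which is too few. The mixing of RFP-carrying embryos into these samples stays open, and the design names no biological source of RFP in the second set.

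The szrd1 effect differed between protein and mRNA delivery for 153 of 14716 genes by an interaction test, 114 of them more positive with protein, although szrd1 itself did not differ. The count ranged from 31 to 254 under the alternatives. The Cas13d protein libraries used as control, and those with szrd1 guides and protein, both stand apart from the other second-set libraries. A later stage of those embryos may contribute. The later-stage genes did not separate this, with a median difference of -0.0855 over the 5 genes that passed the filter, and a difference between deliveries in itself stays open.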

How the results depend on the processing

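The falls of the targeted transcripts kept their direction under each alternative run. All of them also stayed past the threshold, with 1 exception: szrd1 with Cas13d mRNA, where fitting only the groups compared left the log2 fold change at -2.74 and raised the adjusted p to 0.202, by construction with fewer libraries to estimate the spread. Over the alternatives its adjusted p ranged from 3.99e-08 to 0.202. For nanog the log2 fold change ranged from -2.89 to -2.66, for RFP from -2.40 to -2.22 with an adjusted p up to 0.0258, for dnd1 with mRNA from -2.99 to -2.35, for dnd1 with protein from -2.70 to -2.0 and for szrd1 with protein from -2.72 to -2.65. Leaving out 1 library, which gives values without a call, moved nanog between -3.06 and -2.66 and RFP between -2.81 and -1.97. The difference of the szrd1 effect between protein and mRNA, 0.066, ran from -0.13 to 0.26 across the fits that each left out 1 library. It was below 0 without replicate 1 of szrd1 guides with mRNA (-0.13) and without replicate 1 of szrd1 guides with protein (-0.09), so its sign rests on single libraries. The difference of the dnd effects, 0.39, ran from 0.24 to 0.55, both extremes from leaving out a library of dnd1 guides with protein.

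The count of called genes depended on the setting more than the targets did. Without a fold change minimum, by construction, it rose to 1180 genes with nanog guides, 2098 with rfp guides, 709 and 1804 with szrd1 guides and mRNA or protein, 192 with dnd1 guides and protein, 7447 for the reporter against Cas13d protein, 8288 for Cas13d protein against mRNA and 254 for the difference of the szrd1 effects. Without a filter on low values it fell to 221 with rfp guides, 12 for the reporter against Cas13d mRNA and 96 for the difference of the szrd1 effects, and was 2 for Cas13d mRNA against uninjected. With a mean TPM of at least 5, and so fewer genes tested, it was 85 for szrd1 guides with mRNA, 1629 for the reporter against Cas13d protein, 1987 for Cas13d protein against mRNA and 7 for Cas13d mRNA against uninjected. With only the groups compared, and so fewer libraries, it was 0 for szrd1 guides with mRNA (1661 genes had an unadjusted p under 0.05), 37 for the reporter against Cas13d mRNA, 31 for the difference of the szrd1 effects, 10 with dnd guides and 4 for Cas13d mRNA against uninjected. With all 24 libraries it was 218 for the reporter against Cas13d mRNA, 2 with dnd guides and 16 for Cas13d mRNA against uninjected. A pseudocount of 0.1 gave 647 genes for szrd1 guides with protein and 2 with dnd guides. For Cas13d mRNA against uninjected, median-of-ratios scaling, quantile normalization and the scaling without the genes over 10000 TPM each gave 0, with 3515, 3389 and 3536 genes at an unadjusted p under 0.05. The last, chosen after seeing the data, gave 237 for the reporter against Cas13d mRNA. Apart from the effects of fewer genes, fewer libraries and the dropped minimum, the cause was not tested.

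The filter and the scaling moved the balance of directions in some comparisons. Without a filter on low values 59.7% of the 221 genes called with rfp guides were higher. Without the genes over 10000 TPM, 73.8% of the 911 genes called with nanog guides were higher against 47.8% of 621, and 529 genes were called both ways. With rfp guides 52.6% of 1016 were higher against 36.0% of 913. Quantile normalization gave 58.5% higher for the reporter against Cas13d mRNA (76.6% in the TPM as deposited) and 45.5% for szrd1 guides with mRNA (58.1%). The median of all genes was 0.13 for the reporter against Cas13d mRNA and 0.014 after median-of-ratios scaling, so that relative to all genes the rises in the TPM as deposited are smaller by 0.13 there. With nanog guides it went from -0.048, relative to which rises are larger, to 0.13 without the genes over 10000 TPM, relative to which they are smaller. With rfp guides the same choice moved it from -0.049 to 0.059, and for Cas13d mRNA against uninjected it went from 0.093 to -0.0076 after median-of-ratios scaling.

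The replicate numbers do not pair the samples. Differences between replicates 1 and 2 correlated between groups from -0.28 to 0.23 in the first set and from -0.078 to 0.15 in the second, with 3 and 1 of 15 pairs of groups over 0.1. With the replicate block in the fit, 630 genes were called with nanog guides and 889 with rfp guides, no count moved by over 1.5 times, and of the named genes RF00017 and isg15 with nanog guides were not called.

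The set tests depended on the correlation assumed between genes. Under fry, the p53 response genes no longer passed with rfp guides (median 0.49), dnd guides (0.30), the reporter in the first set (0.82) or szrd1 guides with mRNA (0.33), nor did the oocyte maternal genes with dnd guides (0.14) and with the reporter (0.36) or the zygotic patterning genes with the reporter (-0.11). Fry added the interferon response genes with szrd1 guides and protein (0.36) and for Cas13d protein against mRNA (-0.51), and the zygotic patterning genes in the latter (-0.21). With estimated correlation 21 combinations no longer passed. In the first set these were the zygotic patterning, oocyte maternal and p53 response genes with nanog guides (-0.54, 0.78, 1.30), the oocyte maternal and p53 response genes with rfp guides (0.99, 0.49) and with dnd guides (0.14, 0.30), and the 3 lists with the reporter (-0.11, 0.36, 0.82). In the second set they were the oocyte maternal, germ plasm and p53 response genes with szrd1 guides and mRNA (0.41, 0.22, 0.33), the germ plasm and p53 response genes with szrd1 guides and protein (0.88, 0.77), for Cas13d protein against mRNA (-1.27, -0.75) and, with the zygotic patterning genes, for the reporter against Cas13d protein (0.75, 0.49, 0.52), and the germ plasm genes with dnd1 guides and protein (0.17).

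Other scalings moved list medians that lay near 0 to the other side. Median-of-ratios scaling gave -0.071 for the zygotic patterning genes in Cas13d mRNA against uninjected, and -0.080 and -0.048 for the interferon response genes with the reporter and with dnd1 guides and protein. Quantile normalization gave -0.048, -0.12 and -0.0061 for the same 3, and 0.094 for the zygotic patterning genes with rfp guides, which were at 0.052 without the genes over 10000 TPM. Quantile normalization also took 3 lists out of the threshold: zygotic patterning with the reporter in either set (-0.16 with mRNA, 0.46 with protein) and germ plasm with szrd1 guides and mRNA (0.17). The zygotic patterning genes passed for Cas13d protein against mRNA under median-of-ratios scaling (-0.28) and without the genes over 10000 TPM (-0.29), where the interferon response genes with szrd1 guides and protein also passed (0.45) and the germ plasm genes with dnd1 guides and protein did not (0.17).

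The correlations of the guide effects moved with the treatment of low genes. For dnd guides the Pearson coefficient went from 0.24 to 0.16 with a pseudocount of 0.1 and to 0.34 with a mean TPM of at least 5, and for szrd1 guides from 0.27 to 0.21 and 0.34. For nanog against rfp guides it went from 0.55 to 0.52 with a pseudocount of 0.1 and to 0.53 after quantile normalization. The value of 0.52 is below the highest simulated Pearson coefficient of 0.53, which holds only for groups without changes. The Spearman coefficients under these settings, 0.60 and 0.59, stayed above the highest simulated value of 0.495. Of the other values of named genes under the alternatives, 1329 kept their call and direction and 80 kept their direction without a call. The unknown depth limits the low transcripts most, such as dnd1.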

Other observations

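Of the tests in this part, those on scaling and abundant genes, on the mitochondrial genes and on the later-stage genes across the 5 guide comparisons were chosen or reworded after the result was seen, and the others were written before. The later-stage list (pax2a, egr2b, myod1, six3b, neurog1, myf5, hoxb1a, pax8, mafba, emx3, her5 and foxb1a) was written from general knowledge before its values were examined. Of its 12 genes, 4 passed the filter in the first set and 5 in the second, so tests on it rest on few genes.

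Cas13d protein libraries differed from Cas13d mRNA libraries in 3228 genes. Scaling does not account for this, as the smaller of the counts under median-of-ratios scaling and without the genes over 10000 TPM was 3233. Nor does delivery as protein in itself, if the other protein libraries received it as labelled: of those genes, 4.8% were called in the same direction in the libraries labelled Cas13d protein with reporter against the same Cas13d mRNA libraries, 1.95% with reporter and dnd1 guides, and 52.1% in Cas13d protein with szrd1 guides. A group that does not differ gave at most 0.059% in 20 simulations of the shared control. The later-stage genes had a median log2 fold change of 1.99 with all 5 higher, and 10 of the 12 were higher without a filter (median 1.15). This is consistent with an older developmental stage in the Cas13d protein and szrd1 protein embryos, as a hypothesis. The labels give 6 hours after injection for all of these libraries and no clutch, so a difference between clutches, a collection that departed from the stated time and a mislabelled sample all stay open.

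Nanog and the median of the oocyte maternal genes were higher in each comparison whose guides were not aimed at nanog, though for nanog with dnd guides the difference did not pass the threshold. Nanog was 2.28 times its control with rfp guides (657 ± 82.4 against 289 ± 49.9 TPM, adjusted p 0.00401), 1.64 times with dnd guides and mRNA (995 ± 10.3 against 607 ± 21.8, adjusted p 0.502), 2.70 times with szrd1 guides and mRNA (414 ± 27.5 against 153 ± 0.94, adjusted p 0.00133), 6.96 times with szrd1 guides and protein (56.3 ± 9.14 against 8.09 ± 1.19, adjusted p 4.48e-06) and 3.52 times with dnd1 guides and protein (195 ± 17.1 against 55.4 ± 3.77, adjusted p 3.44e-04). The 5 comparisons have 5 different pairs of control libraries, and in each of them both guide libraries lay above both controls. Nanog was also higher without guides: 2.11 times with the reporter in the first set (adjusted p 0.0139), 6.85 times in the libraries labelled with the reporter against Cas13d protein (adjusted p 6.06e-07) and 1.58 times with Cas13d mRNA against uninjected (adjusted p 0.239). A rise is thus not particular to guides. Nanog was lower in Cas13d protein than in Cas13d mRNA libraries of the second set (0.0528 times, adjusted p 6.09e-08). The rises of 6.96 and 6.85 times are measured against those same low Cas13d protein libraries. Nanog and the oocyte maternal genes were picked out after their values were seen. Slower development with guides is a candidate explanation, but the later-stage genes do not decide it: the highest of the 5 medians was 0.0945, the lowest -0.362, over 4 or 5 genes each. Injection load or handling is an open technical explanation, since guides without Cas13d were not analysed here.

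The rfp guides, aimed at a transgene, went with 913 called genes, of which RFP is 1. A few abundant genes taking a larger share is not the whole cause, since 1016 genes were called without those over 10000 TPM, although the share of higher calls then moved from 36.0% to 52.6%. Slower development could not be separated here either, with a later-stage median of -0.0831 over 4 genes. A response shared by guides of any target may contribute: the rfp effect correlated with the szrd1 effect with mRNA in the second set at Pearson 0.168 across genes, with no library in common. It was 0.144 against the szrd1 effect with protein, 0.212 against the dnd1 effect with protein and 0.358 against the dnd effect with mRNA. The nanog effect reached 0.0559, 0.0192 and 0.137 against the szrd1 effects with mRNA and protein and the dnd1 effect with protein, so a response to any target is not evenly seen. Differences between replicates of the second-set groups, whose sign is arbitrary, correlated with the rfp effect from -0.272 to 0.0589. The value of 0.168 lies above that range but below its largest size of 0.272, so the test, set up without saying whether the sign counts, leaves this open. Cutting of other RNAs by Cas13d after it meets an abundant target stays open as an untested biological explanation.

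The mitochondrial share of TPM was 14.3% and 13.1% with rfp guides against 8.84% and 7.06% with Cas13d mRNA. All 13 mitochondrial genes were higher, by log2 fold changes from 0.43 to 0.84, a range of 0.414, and 0 were called (12 at an unadjusted p under 0.05). Shifts of these genes together were also seen elsewhere: 13 of 13 were higher with szrd1 guides and protein (median 0.373, 9 at an unadjusted p under 0.05), 13 of 13 lower with the reporter in the first set (-0.307, 5) and 13 of 13 lower for Cas13d protein against mRNA (-0.661, 12, and 1 called), so the shift is not particular to rfp guides. With the remaining guides, 12 or 13 of 13 were higher, by smaller medians and with 0 at an unadjusted p under 0.05. These medians were 0.143 (nanog), 0.205 (dnd), 0.092 (szrd1 with mRNA) and 0.108 (dnd1 with protein). In the remaining comparisons without guides, 1 of 13 was higher for Cas13d mRNA against uninjected. For the libraries labelled with the reporter against Cas13d protein, 8 of 13 were. A smaller pool of nuclear-encoded mRNA and a real rise of mitochondrial RNA cannot be told apart, because TPM holds shares and no total. With no spike-in used here, either would give these values.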
